A study of Mus musculus with 60 samples. Its data were reported in "Molecular profile of dissociative drug ketamine in relation to its rapid antidepressant action" (2016).

How the data were processed

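RNA of mouse striatum, pooled from 2 mice per array, had been hybridized by the authors to Illumina MouseWG-6 v2 bead arrays, 6 arrays to a BeadChip and 10 BeadChips in all. The 60 arrays fell into 20 groups of 3 by treatment (ketamine, memantine, PCP, saline, naive) and time (1, 2, 4 and 8 h), and groups, replicate numbers and BeadChips were read from the labels. The authors describe pools of 2 animals, and the replicate arrays were taken as separate pools.

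The deposited table of signals holds linear intensity values per probe that the authors had exported without normalization, and it holds no detection p and no control probes. The second deposited table holds log2 values that the authors, by their methods, had background-subtracted, quantile-normalized and log2-transformed with the R package beadarray. Its values ran from 6.9 to 16.01, with array medians between 7.816 and 7.823. Within each array the rank order was checked to be that of the non-normalized signals of the same sample (rank correlation 1, 60 of 60 samples matched to their own column, highest correlation with another sample 0.927). The intensity table was used for the main values and the authors' log2 table as an alternative.

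Intensities were background-corrected by the normexp model with an offset of 50, quantile-normalized and log2-transformed with limma 3.58.1 in R 4.3.3. The signals run from an array minimum of 52.8 to 280.5 intensity units upwards, and no array gives a measure of signal over background in the absence of control probes. Because there is no detection p, the filter fell back on signal rank: a probe was kept when it lay above the array's 25th percentile on at least 3 arrays, which kept 44236 of 45281 probes (17390 lay above it on all 60). Gene names came from the platform's table and were brought to current symbols through the Entrez number: 34885 probes had 1 symbol, 18 several and 10378 none, and probes without a single symbol are called unnamed. No coordinates were used.

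One linear model with a mean for each of the 20 groups was fitted to all 60 arrays with lmFit and eBayes (40 residual degrees of freedom, 7.12 prior degrees of freedom). The drug factor of a compound is the mean over the 4 times of drug minus saline at the same time, and the comparisons at each time, saline against naive, and ketamine, memantine and PCP against each other come from the same fit. Moderated F-tests covered the drugs together, the drug by time interactions, pairs of drugs over the 4 times and time in the saline and naive arrays. Adjusted p are Benjamini-Hochberg values over the tested probes, with a threshold of 0.05.

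Tests of 21 gene lists, drawn up from general knowledge of the tissue and the treatments, used 1 probe per gene (the brightest) and camera with a preset correlation of 0.01, adjusted over 84 tests for the averaged comparisons and 252 for those by time. Saline against naive at each time and drug against drug were adjusted together as a further family. The averaged comparisons of lists with members left out formed a family of 16 tests. Camera with an estimated correlation and fry were run as well. Fry's p tests whether the genes of a list move, on balance, one way, and its mixed p whether they change in either direction, and neither compares the list with other genes. By fry, adjusted over the same tests, the glucocorticoid list passed in all 3 drug factors, and the insulin and lipid lists with memantine. Counts of members are given over all probes and adjusted over the list alone. A list's score on an array is the mean of its genes' log2 values less their means over the naive arrays.

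The named genes followed a rule, with 1 probe per gene. Per drug factor these were up to 12 rises and 8 falls past the threshold, per time the 3 largest rises and 2 largest falls, per list up to 4 members with the smallest p over the drugs, 25 genes taken from the study's text, the 6 largest rises and falls of saline against naive, the 12 largest ranges over time, and the 6 genes with the smallest p per pair of drugs. The groups, tests, lists, alternatives and this rule were fixed before the data were examined, while the file's lack of detection p decided between the fallbacks. Genes given for saline against naive at 4 h were chosen after their values were seen, among genes already named.

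Alternatives were the authors' values, no background correction (with an offset of 16), median scaling, no filter, a filter on all 60 arrays, BeadChip as a block, the replicate number as a block, a trended and robust variance, naive arrays as control, only the drug and saline arrays, an F-test over the 4 times in place of the average, saline arrays split between 2 drugs or naive arrays for the second drug when drugs were compared, the mean over a gene's probes for lists, and leaving out each array in turn. Alternatives chosen after seeing the data were saline and naive pooled as control, leaving out the 3 saline arrays with the lowest correlation to the others, leaving out 4 h, naive arrays as control for lists, lists without members among the 27 genes the study's text names for drugs or time (its tissue markers not counted) or shared with the glucocorticoid list, and 7 further readings of the methods' analysis of variance. The choroid score of each array was also fitted as a covariate for lists. Median scaling moved the median of all probes by up to 0.26 (memantine at 4 h), and values under median scaling include that shift.

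That analysis of variance was rerun for each drug with a nominal p under 0.0005 and an absolute log2 change above 0.3 at a time point. Sharing between drugs was set against simulated groups without an effect, made against a shared simulated saline group. All simulated groups, saline included, were drawn from the shuffled residuals of all arrays. Real groupings of the arrays were compared with up to 100 regroupings of the same arrays.

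The fit was tested on simulated data with the same design. Of 50 probes raised or lowered by a log2 of 0.3, 0.5, 1 or 2, a drug factor recovered 8, 28, 49 and 50, with 7 false calls, and a comparison at a single time recovered 1, 3, 21 and 46, with 6 false calls. Unchanged comparisons gave 0 calls, and a list shifted by 0.2 was called, with 0 calls among the other lists and comparisons. The first limit asked for 48 of the 50 largest changes in both comparisons. The 46 of the single time fell short of it, and after this was seen the limit was kept for the drug factor only, with limits added on false calls and on calls in unchanged comparisons.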

Results

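Gene expression was measured in the striatum of mice at 1, 2, 4 or 8 h after an injection of ketamine (20 mg/kg), memantine (15 mg/kg), PCP (phencyclidine, 5 mg/kg) or saline, and in naive mice that received no injection. The 3 drugs block NMDA-type glutamate receptors. Ketamine and PCP are arylcyclohexylamines, whereas memantine is an aminoadamantane. The 5 treatments and 4 time points made 20 groups of 3 arrays, each array holding RNA pooled from 2 mice. The median signal of an array lay between 166.9 and 646.1 intensity units, and the number of arrays limits the precision of each value. After filtering, 44236 probes were tested, which named 18936 genes. Changes are log2 differences from the saline arrays of the same time, given with their standard error (SE), and the drug factor of a compound is the mean of its changes over the 4 time points (12 drug arrays against 12 saline arrays).

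The comparison of memantine with saline asked which transcripts differ on average over the time points. A large change at a single time can carry such an average. Genes of lipid storage and glucocorticoid response were among those that rose most. Plin4, which coats lipid droplets, rose by a log2 of 1.19 (SE 0.17), a 2.27-fold change, and lay above the saline mean of its time on 12 of 12 memantine arrays (adjusted p = 3.36e-04). Sgk1, a kinase whose gene is a target of the glucocorticoid receptor, rose by 0.81 (SE 0.11; 1.75-fold; 11 of 12 arrays; adjusted p = 1.63e-04). Cdkn1a, a cyclin-dependent kinase inhibitor, rose by 0.79 (SE 0.15; adjusted p = 0.0107), and Hif3a, a hypoxia-inducible factor subunit, by 0.77 (SE 0.13; adjusted p = 0.00166). Further rises were those of Map3k6 (0.61), Polr3e (0.60), Dclre1b (0.57), Klf2 (0.56), Txnip (0.55), Stac (0.54), Pnpla2 (0.54) and H4c12 (0.52), with adjusted p from 0.00166 to 0.0413. Txnip restrains glucose uptake, and Pnpla2 encodes a triglyceride lipase of fat stores. Rhoj (0.48), Dusp1 (0.40) and Rgcc (0.33), which the study names, rose as well. The named genes that fell were Fgf11 (log2 −0.72, SE 0.14, adjusted p = 0.0190), Gm1123 (−0.57) and Grb14 (−0.51), an adaptor of the insulin receptor. Other probes of the same gene did not follow for Grb14 (0.02 and 0.18), Gm1123 (0.02) and Dclre1b (0.09 and −0.04), and all probes had the same sign in 8 of 13 memantine genes with several probes.

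In all, 24 probes for 21 genes passed in the memantine drug factor, 20 higher and 4 lower. Saline arrays differed from naive arrays in part of these genes, which is given here as a measured fact: Fgf11 was 0.79 higher in saline than in naive arrays (adjusted p = 0.0450), and with naive arrays as the control its memantine change was 0.06. H4c12 (−0.50), Stac (−0.40), Rhoj (−0.31) and Dclre1b (−0.28) were lower in saline than in naive arrays and Gm1123 (0.48) and Grb14 (0.36) higher, none past the threshold, and against naive arrays the memantine changes of H4c12 and Stac were 0.01 and 0.14. With naive arrays as the control the count was 8 probes, among which Plin4 (1.23), Sgk1 (1.05), Cdkn1a (0.87), Polr3e (0.56) and Txnip (0.56) still passed, and Tsc22d3 (0.55) and Sult1a1 (0.79) then passed as well. Without the 4 h arrays it was 1 probe, with only the drug and saline arrays 3 and with median scaling 14, and leaving out single arrays moved it between 8 and 50.

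The ketamine drug factor held fewer and dimmer transcripts. Cfap45, a protein of cilia, rose by 0.56 (SE 0.11) and Col11a2, a collagen chain, by 0.39 (SE 0.08), each on 12 of 12 ketamine arrays. Nle1 (log2 −1.02, SE 0.20), Oosp2 (−0.62), the odorant receptor Olfr203 (−0.60) and Kalrn (−0.48) fell, all 6 genes with an adjusted p of 0.0435. The brighter probes of Kalrn and Nle1 were at −0.13 and −0.15, and the 3 dimmer probes of Kalrn between 0.03 and 0.09. None of the glucocorticoid targets that rose with memantine passed here: Plin4 was at 0.68 (adjusted p = 0.193), Hif3a at 0.59 (adjusted p = 0.0859), Sgk1 at 0.37 (adjusted p = 0.305) and Cdkn1a at 0.22. In total 8 probes passed, 2 higher and 6 lower, and 5 of the 8 lay below the median signal. Saline differed from naive arrays in the opposite direction in each of the 6 genes, by −0.55 for Cfap45, −0.24 for Col11a2, 0.86 for Nle1, 0.48 for Oosp2, 0.24 for Olfr203 and 0.41 for Kalrn, none of them past the threshold. With naive arrays as the control, with saline and naive pooled or with median scaling, the count was 0 (4185 probes had an unadjusted p under 0.05 against saline), and with BeadChip as a block it was 48. Leaving out single arrays moved it between 0 and 35.

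For PCP the drug factor gave 0 probes with limma, while 3087 had an unadjusted p under 0.05. Plin4 was at 0.87 (SE 0.17, adjusted p = 0.0888), Hif3a at 0.51 (adjusted p = 0.299), Sgk1 at 0.51 (adjusted p = 0.184) and Map3k6 at 0.44. Fgf11 was at −0.56. Of the other genes taken from the study, Plekhf1 was at 0.46, Rhoj at 0.36, Arrdc2 at 0.34, Cdkn1a and Csrnp1 at 0.33, Sult1a1 at 0.30, Slc2a1 at 0.22, Dusp1 at 0.16, Fkbp5 at 0.13, Per1 at 0.03, Dnah2 at 0.00 and Hes5 at −0.13. In simulated data 28 of 50 probes with a log2 change of 0.5, and 49 of 50 with a change of 1, were recovered in a drug factor, so changes under 0.5 are often missed at this number of arrays. Many probes were changed at once there, with independent noise, which makes the adjusted threshold easier to pass than in a comparison with few calls. Larger changes can thus be missed as well, and Plin4 at 0.87 did not pass. When the 3 drugs were tested together, 7 probes for 6 genes passed, Sgk1 (adjusted p = 0.00284), Plin4 (adjusted p = 0.00364) and Hif3a (adjusted p = 0.0131) among them. That count was 0 with median scaling, and leaving out single arrays moved it between 3 and 19.

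As a group, the 29 measured targets of the glucocorticoid receptor were higher after each drug. Their median change was 0.12 with ketamine (26 of 29 higher, adjusted p = 7.06e-07), 0.29 with memantine (27 of 29, adjusted p = 2.86e-27) and 0.15 with PCP (27 of 29, adjusted p = 4.38e-10). With an estimated correlation between the genes the adjusted p were 0.00519, 4.70e-08 and 6.57e-04, so that these calls held. With memantine 6 members passed over all probes tested (Plin4, Sgk1, Cdkn1a, Hif3a, Map3k6 and Dusp1), and 22 did when adjusted over the list alone. The counts adjusted over the list alone were 4 with ketamine (Sgk1, Hif3a, Plin4 and Map3k6) and 6 with PCP (the same genes with Sult1a1 and Arrdc2), while over all probes no member passed for either. The study's text names 14 of the 29 genes, chosen on these arrays, so the list is not independent evidence of its direction. In the 15 others the medians were 0.11, 0.22 and 0.10 for ketamine, memantine and PCP (adjusted p = 0.0243, 1.62e-05 and 0.0243, over 16 tests). These 15 were not checked against the study's supplementary lists, so they may also hold genes it selected on these arrays. Between saline and naive arrays the 29 genes differed by a median of 0.05 (18 higher, adjusted p = 0.133). With BeadChip as a block the medians were 0.12, 0.30 and 0.14. Where a BeadChip held a drug and a saline array of the same time, the list's mean differed by 0.24, 0.14, 0.13 and −0.08 for ketamine and by 0.14, 0.42, 0.22 and 0.24 for PCP, while no BeadChip held such a pair for memantine.

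**Figure D1:**
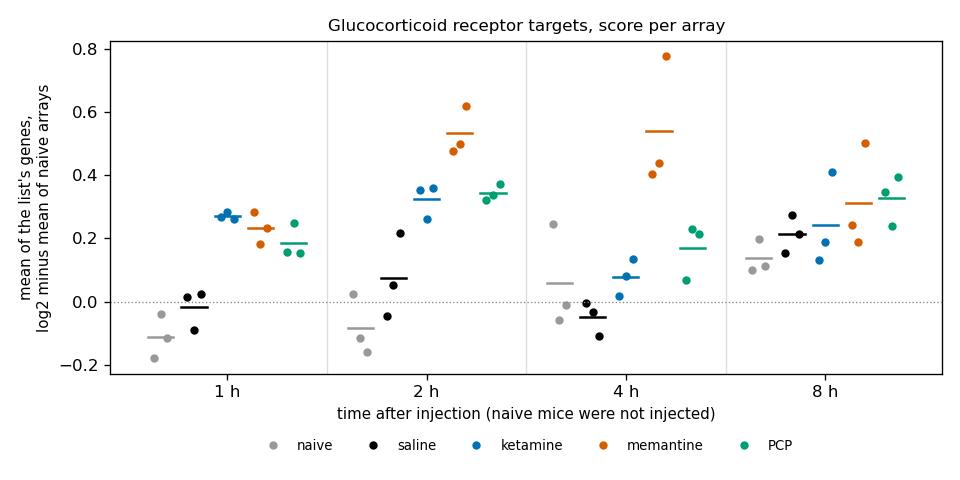
Mean log2 level of the glucocorticoid receptor targets on each array relative to the naive arrays (vertical axis), by time and treatment (horizontal axis). Points are arrays and bars group means; the memantine groups reached 0.53 at 2 h and 0.54 at 4 h, where saline stood at 0.07 and −0.05.

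The comparisons at each time followed these changes after injection. With memantine Sgk1 stood at 0.80 at 1 h, rose by 1.27 at 2 h (adjusted p = 0.0331) and by 1.03 at 4 h (adjusted p = 0.0229), and was at 0.13 at 8 h. The values with ketamine were 0.87, 0.47, −0.33 and 0.47, and with PCP 0.61, 1.01, −0.10 and 0.52, none past the threshold. With memantine Plin4 was at 0.26 and 1.30 at 1 and 2 h, rose by 2.47 (SE 0.35; 5.52-fold; adjusted p = 1.31e-04) at 4 h and was at 0.71 at 8 h. With PCP it reached 1.61 at 4 h (adjusted p = 0.0623) and with ketamine 1.16 at 2 h. The test of memantine by time did not pass for Sgk1 (adjusted p = 0.409) or Plin4 (adjusted p = 0.216). Hif3a (1.95, adjusted p = 2.93e-05) and Cdkn1a (1.51, adjusted p = 0.01) also rose at 4 h with memantine, while Golt1b (−1.82) and Psg18 (−1.80) fell. Fkbp5, a co-chaperone of the glucocorticoid receptor, rose at 4 h by 1.38 with memantine (adjusted p = 2.59e-04) and by 1.05 with ketamine (adjusted p = 0.0209), and was at 0.86 with PCP (adjusted p = 0.0856). The saline arrays of 4 h were themselves low for Fkbp5, at 8.24 ± 0.40 (SD, n = 3) against 9.08 ± 0.13 in naive and 9.62 ± 0.28 in memantine arrays.

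**Figure D2:**
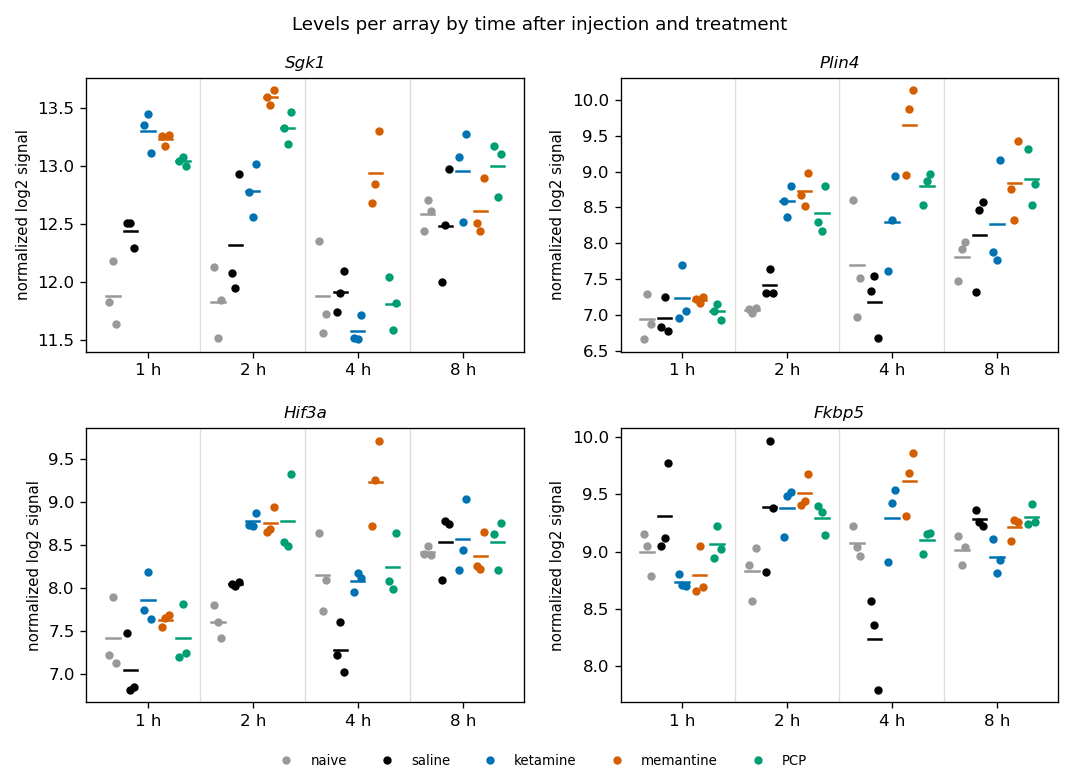
Normalized log2 signal of Sgk1, Plin4, Hif3a and Fkbp5 (vertical axes) by time after injection and treatment (horizontal axes). Points are arrays and bars means of 3; for Fkbp5 the saline mean of 8.24 at 4 h lay below every other group mean.

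The calls were most numerous at 4 h, where memantine 4 h gave 316 probes (179 higher and 137 lower), ketamine 4 h 30 (18 and 12) and PCP 4 h 10 (7 and 3). With ketamine Myof (1.73), Hoxb5 (1.69) and Stk36 (1.42) rose and Fam25c (−1.70) and Ablim1 (−1.38) fell most at that time. With PCP Guca1b (1.10), Col18a1 (1.08) and Brap (1.06) rose and Ip6k2 (−1.67) and Pkd1l3 (−1.47) fell. Outside 4 h the calls were Klf2 at 1 h after PCP (1.33, SE 0.24, adjusted p = 0.0404), Sgk1 at 2 h after memantine and 2 unnamed probes lower at 2 h after ketamine. With BeadChip as a block the calls of Klf2 (1.19, adjusted p = 0.312) and Sgk1 (1.24, adjusted p = 0.463) were lost. The other 6 comparisons gave 0 probes with limma, with 2530 probes at an unadjusted p under 0.05 for ketamine at 1 h and 2069 at 8 h, 2366 and 2121 for memantine, and 2267 and 2064 for PCP at 2 and 8 h. Of the 3 saline arrays of 4 h, replicates 3 and 1 had the lowest correlations with the other arrays of the series (mean r of 0.934 and 0.940). Without these 2 and a saline array of 1 h the 4 h counts were 205, 95 and 64 for memantine, ketamine and PCP, with 1 saline array left at 4 h that is assumed to vary like the other groups. Against naive arrays the 4 h counts were 2 with memantine, 0 with ketamine and 0 with PCP, with median scaling 8968, 4 and 0, and with BeadChip as a block 61, 49 and 0. Leaving out single arrays moved them over 53 to 1341, 1 to 608 and 0 to 1009, the last 2 maxima without saline replicate 2.

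**Figure D3:**
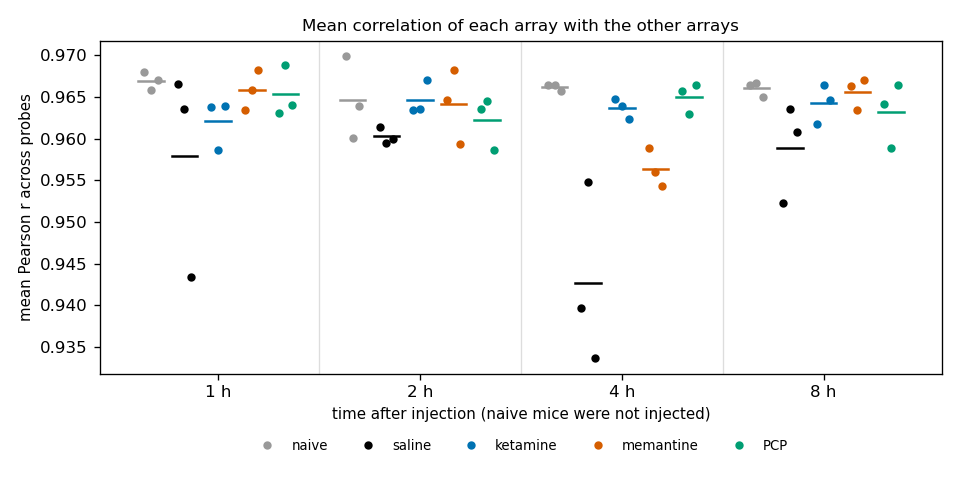
Mean Pearson correlation of each array with all others over the tested probes (vertical axis), by time and treatment (horizontal axis). Points are arrays and bars group means; saline arrays averaged 0.955 against 0.966 in naive arrays, and the lowest were saline replicates 3 and 1 at 4 h.

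By time, the glucocorticoid list was higher at 1 h with ketamine (median 0.28, adjusted p = 2.51e-07, and 0.00727 with an estimated correlation) and at 2 h (0.24, adjusted p = 1.24e-05, and 0.0246). At 4 h with ketamine its 15 members not named in the study's text had a median of −0.04, with 7 of them higher. With memantine it was higher at 1 h (0.23, adjusted p = 1.85e-05, and 0.0268 with an estimated correlation), at 2 h (0.36, adjusted p = 3.64e-21, and 2.25e-06) and at 4 h (0.34, adjusted p = 5.25e-11, and 6.98e-04). With PCP the call at 2 h held (0.20, adjusted p = 2.51e-07, and 0.00727 with an estimated correlation). Those at 1 h (0.24, adjusted p = 0.00175) and 4 h (0.16, adjusted p = 0.0408) were lost, with adjusted p = 0.137 and 0.451 with an estimated correlation. The medians at 8 h were 0.04, 0.13 and 0.06 for ketamine, memantine and PCP. In saline against naive arrays the list was called at 2 h (0.19, adjusted p = 0.0355), with an adjusted p = 0.339 with an estimated correlation.

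Lists of fat and glucose handling were also called with memantine. The lipid droplet and fatty acid oxidation list had a median of 0.11 (13 of 21 higher, adjusted p = 1.39e-04, and 0.0112 with an estimated correlation), and 8 members passed adjusted over the list alone, 7 of them higher. Plin4 and Pnpla2 passed over all probes, while Slc27a3, a fatty acid transport protein, was at 0.46 and Angptl4 at 0.38. Without members of the glucocorticoid list the call held (median 0.08, adjusted p = 0.00299 over 16 tests). The medians of these remaining genes were 0.04, 0.05, 0.305 and 0.04 at 1, 2, 4 and 8 h after memantine. The averaged shift thus lay mostly at 4 h, where 108 probes also differed between saline and naive arrays. It does not show a lipid response at the other times. Insulin signalling and glucose uptake had a median of 0.06 (15 of 23 higher, adjusted p = 6.56e-04, and 0.00379 with an estimated correlation). Its members whose brightest probe passed the threshold over all probes, Sgk1 and Map3k6, also stand in the glucocorticoid list. Txnip, another member, passed by a dimmer probe (0.55), while its brightest probe was at 0.45. Without the members shared with the glucocorticoid list, the insulin list was no longer called (adjusted p = 0.195). Adjusted over the list alone 6 members passed. The 35 immediate early genes had a median of 0.07 (25 higher, adjusted p = 0.0131), a call lost at adjusted p = 0.383 with an estimated correlation, with Gadd45g (0.47), Klf2 (0.56) and Dusp1 (0.40) past the threshold over all probes and 5 members adjusted over the list alone.

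Markers of cell types moved in some drug groups. Striatal projection neuron markers were lower with ketamine (median −0.16, 2 of 22 above zero, adjusted p = 3.76e-06) and PCP (−0.12, adjusted p = 0.00397), calls lost at adjusted p = 0.28 and 0.570 with an estimated correlation. Drd1, the dopamine receptor of one projection neuron class, was at −0.36 with ketamine and −0.18 with PCP, and Pde10a at −0.30 and −0.12. With median scaling, which shifted the median of all probes by 0.09 and 0.08, the list's medians were 0.04 and 0.07, below that shift. Choroid plexus and ependyma markers were higher with ketamine (median 0.46, 11 of 12 higher, adjusted p = 5.47e-06) and PCP (0.30, 10 of 12, adjusted p = 0.00579), with adjusted p = 0.28 and 0.570 with an estimated correlation. Adjusted over the list alone, 7 choroid markers passed with ketamine and 0 with PCP. These markers were high on arrays of several groups: the mean score was 1.20 ± 0.24 (SD, n = 3) at 2 h after ketamine, 0.74 ± 0.92 at 1 h after PCP and 0.58 ± 0.42 in naive mice of 4 h. With memantine the medians were −0.03 for projection neurons and 0.00 for choroid plexus, and neither list was called.

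**Figure D4:**
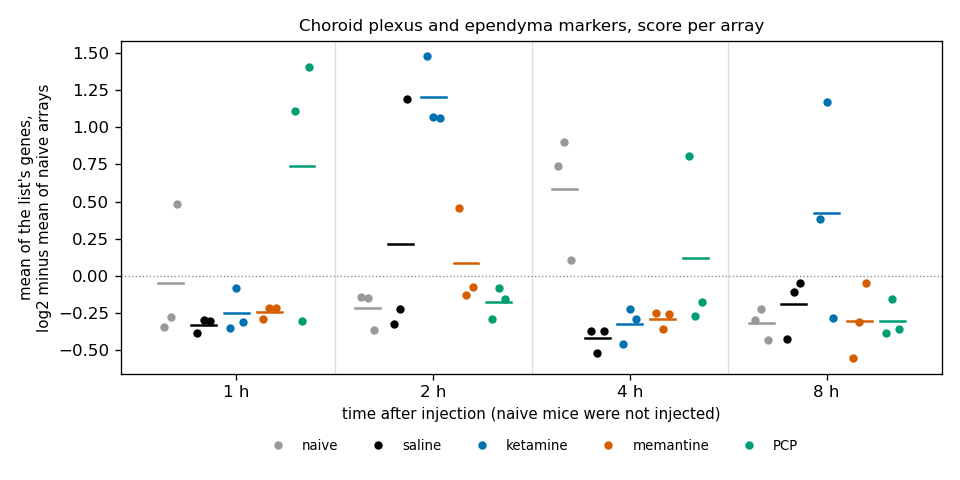
Mean log2 level of 12 choroid plexus and ependyma markers on each array relative to the naive arrays (vertical axis), by time and treatment (horizontal axis). Points are arrays and bars group means; scores above 0.5 occurred on 7 of 36 drug arrays and 3 of 24 control arrays.

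The lists are collections of known genes, and some overlap with genes the study chose on these samples. The remaining lists were not called in any drug factor. Median changes for ketamine, memantine and PCP were 0.04, 0.02 and 0.00 for the circadian clock (21 genes), 0.06, 0.01 and 0.00 for BDNF and mTOR signalling (22), and 0.00, 0.00 and −0.01 for glutamate receptors (20). They were −0.01, −0.09 and −0.06 for synaptic proteins (21), −0.03, 0.00 and 0.03 for the Notch pathway (19), −0.02, 0.05 and 0.05 for heat shock and chaperone genes (16), and −0.06, −0.04 and −0.01 for NF-kappaB and IL-6 signalling (24). For MAPK phosphatases and feedback inhibitors (17) they were 0.01, −0.02 and −0.02. Among cell markers, the medians were 0.08, 0.08 and 0.03 for striatal interneurons (14 genes), 0.03, −0.10 and 0.00 for cortical and hippocampal neurons (16), −0.01, 0.02 and −0.01 for astrocytes (18), −0.01, 0.00 and 0.02 for oligodendrocytes (17), −0.01, −0.05 and 0.04 for microglia and macrophages (17), −0.04, 0.01 and −0.01 for endothelial and mural cells (20), and 0.08, 0.04 and 0.17 for red blood cell genes (6). The adjusted p of these lists were 0.0906 or more. The insulin list was at 0.06 with ketamine and 0.03 with PCP, the lipid list at 0.03 and 0.02, and immediate early genes at 0.01 and 0.06. For memantine the median, mean and test differed in sign for NF-kappaB and IL-6 signalling (median −0.04, mean 0.00, tested up), MAPK regulators (−0.02, mean 0.07, up), the Notch pathway (0.00, mean −0.01, down), BDNF and mTOR signalling, endothelial markers and choroid markers. For ketamine they differed for the Notch pathway and glutamate receptors, and for PCP for oligodendrocyte and endothelial markers.

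The injection itself was assessed by comparing saline with naive arrays. Averaged over the times, only Fgf11 passed, 0.79 higher in saline, a call lost with BeadChip as a block (0.76, adjusted p = 0.105). At 4 h 108 probes for 89 genes passed, 28 higher and 80 lower. Among genes named above, Cfap45 (−1.20), Col18a1 (−1.19), Slc27a3 (−1.10) and the choroid marker Clic6 (−1.07) were lower in saline than in naive arrays at 4 h, and Ip6k2 was 1.40 higher. At 1, 2 and 8 h the count was 0 with limma, with 1807, 1874 and 1930 probes at an unadjusted p under 0.05. No list was called in the average over the times. The median was 0.08 for projection neuron markers (adjusted p = 0.105) and −0.21 for choroid markers (adjusted p = 0.212), and the immediate early genes (median −0.03, mean 0.01) and glutamate receptors (−0.01, mean 0.01) differed in sign between median and mean. The count of 108 fell to 31 with BeadChip as a block and to 0 without naive replicate 2 of 4 h, and it rose to 1115 without saline replicate 2 of 4 h.

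Changes over time without any drug were followed in the saline and naive arrays together. Egr2 (range of 1.22 between the time means, adjusted p = 2.81e-05), Egr4 (0.94), Fos (0.86), Fosl2 (0.81) and Egr1 (0.61), transcription factors of the immediate early class, were highest at 1 h. Hif3a (1.25, adjusted p = 0.00267), Ciart (1.10, adjusted p = 0.0306), Ano2 (0.94), Inmt (0.83), Ifitm1 (0.80) and Dbp (0.66, adjusted p = 0.0306) were highest at 8 h. Ciart and Dbp are outputs of the circadian clock. In all 14 probes for 11 genes passed, while Per2 (range 0.51, adjusted p = 0.193) did not. The count was 3 with median scaling, 3 without naive replicate 3 of 8 h and 43 without saline replicate 2 of 4 h.

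Compounds were compared at matched times, at doses that differ between them. Over the 4 times, the glucocorticoid list was lower with ketamine than with memantine (median difference −0.17, adjusted p = 1.31e-11, and 5.04e-04 with an estimated correlation) and higher with memantine than with PCP (0.14, adjusted p = 1.47e-10, and 6.70e-04). Between ketamine and PCP the median difference was −0.04 (adjusted p = 0.527). Sgk1 was the gene that differed between ketamine and memantine across the time points (adjusted p = 0.0124), a call lost with BeadChip as a block and with median scaling. Its difference was 0.07 at 1 h, −0.80 at 2 h, −1.36 at 4 h (95% confidence interval −1.81 to −0.91, adjusted p = 0.00824) and 0.34 at 8 h. For ketamine against PCP and memantine against PCP 0 probes passed with limma, with 1480 and 1839 at an unadjusted p under 0.05. The intervals leave room for differences: for Plin4 ketamine minus PCP was −0.20 (−0.55 to 0.15) and memantine minus PCP 0.31 (−0.04 to 0.66), and for Hif3a they were 0.08 (−0.18 to 0.33) and 0.26 (0.00 to 0.51). Choroid markers were also higher with ketamine than with memantine (median 0.39, adjusted p = 2.48e-08, and 0.127 with an estimated correlation).

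The change with time differed for Fkbp5 in the memantine arrays (test of memantine by time, adjusted p = 0.0122). For ketamine by time and PCP by time 0 probes passed with limma, with 2528 and 2724 at an unadjusted p under 0.05 and smallest adjusted p of 0.0592 and 0.213. The Fkbp5 call was lost with BeadChip as a block or with median scaling.

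The drugs were compared for shared changes, which the shared saline arrays alone would make alike. Across all probes the averaged changes had a correlation of 0.675 for ketamine and memantine, 0.686 for ketamine and PCP and 0.673 for memantine and PCP. Simulated groups without any effect, set against a shared simulated saline group, gave mean correlations of 0.483, 0.497 and 0.486. Their ranges were 0.121 to 0.723, 0.224 to 0.722 and 0.206 to 0.758. The covariances were 0.0159, 0.0150 and 0.0146 against simulated means of 0.00874, 0.00901 and 0.00894 and simulated maxima of 0.0179, 0.0189 and 0.0169, which lay above them. When the saline arrays were split so that no pair of drugs shared one, the correlations were 0.087 (−0.002 to 0.169 over the splits), 0.065 (−0.013 to 0.117) and 0.055 (−0.033 to 0.128), and the covariances 0.00327, 0.00233 and 0.00191. Probes are not independent replicates in these correlations. The simulated saline group was drawn from shuffled residuals of all arrays, so it did not keep the spread of the real saline arrays. Saline arrays had a mean correlation of 0.955 with the other arrays, against 0.963 to 0.966 in the other treatments. The simulated correlations and covariances may thus be too low. Lying above their means does not show sharing beyond that of the saline arrays. Ketamine and memantine shared 1 called probe, which has no gene name, where independence gives 9.04e-04 higher and 5.43e-04 lower probes and the simulations gave 0. Independence ignores the shared saline arrays, and the simulated groups held no effect to be called, so neither shows an excess of sharing. With naive arrays as the control of memantine the shared count was 0. With 0 probes called for PCP, the other pairs shared 0.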

Values the study reported

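At a nominal p below 0.0005 and an absolute fold above 0.3 at one time point or more, the study reported 38 transcripts for ketamine, 55 for memantine and 32 for PCP in the striatum, from a two-way analysis of variance with drug and time for each compound. It counted 7 genes altered by all 3 compounds there, and 62 transcripts regulated by drug treatment in this tissue. In a three-way analysis with tissue as a further factor it gave 52 drug-responsive transcripts at a false discovery rate of 1% and a fold above 0.5, and 258 transcripts for the time factor at the same rate. By qPCR of the striatum 2 h after ketamine it also reported rises of Plin4, Sgk1 and Tsc22d3. These were measured in unpooled RNA and in an independent experiment. Its RNA sequencing of the striatum gave differences between ketamine and saline for these genes as well.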

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

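The tests of the saline share, of the choroid markers, of the choroid score as a covariate and of the microglia markers were chosen only after the results were seen, and all other tests in this part before.

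Fkbp5 was singled out because its response to memantine differed between the times by a test of that difference (memantine by time interaction, adjusted p = 0.0122). Sgk1 was singled out because its change differed between ketamine and memantine by a test of the difference (ketamine against memantine, adjusted p = 0.0124). Both calls were lost with BeadChip as a block and with median scaling.

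The first pattern weighed was the rise of the glucocorticoid receptor targets after each drug, for which more vascular cells, astrocytes or oligodendrocytes in the drug samples were argued against, as the highest ratio of an endothelial, astrocyte or oligodendrocyte list's shift to that of the targets was −0.089 with ketamine, 0.068 with memantine and 0.12 with PCP. For microglia the ratios were −0.122, −0.156 and 0.256, and the list's median lay below that of the targets by 0.137, 0.34 and 0.109 against an SD of its 17 genes of 0.116, 0.079 and 0.119 with ketamine, memantine and PCP. That SD is a spread between genes and does not measure how the median varies between arrays. The list's median did not rise with ketamine (−0.015) or memantine (−0.046), which argued against more of these cells there, and with PCP they stay open. Red blood cell genes (median 0.08 with ketamine and 0.17 with PCP) were not tested as an explanation. Choroid tissue was argued against as the whole cause, although its markers were higher with ketamine (0.464) and PCP (0.30): with each array's choroid score as a covariate, which took the choroid markers to −0.006 and −0.001, the shift of the targets was 1.224, 1 and 1.096 times that without it for ketamine, memantine and PCP. The planned ratio of saline minus naive to drug minus saline was 0.284 for ketamine at 1 h, 0.533 for memantine at 2 h and 0.339 for PCP at 1 h, within the bound set against the injection alone for ketamine and PCP and outside it for memantine, but both groups were injected, so it decides nothing and an effect of the injection on the response stays open. BeadChip differences were argued against by ratios of 1 (ketamine), 1.034 (memantine) and 0.946 (PCP) between the shifts with and without BeadChip as a block. For the normalization, the smaller shift among the authors' values and median scaling was 0.943, 0.901 and 0.83 times the main one. The authors' values were quantile-normalized as well, and median scaling shifted the median of all probes in the list's direction (0.088, 0.126 and 0.075). Neither could readily lower the list's shift, so these ratios do not decide on the normalization. A response to the drugs themselves, the biological explanation, was not separated by any test from a stress response.

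The second pattern was that calls against saline were shared by the naive arrays. If the saline arrays stood apart, the naive minus saline difference could be a large share of the drug minus saline difference, and the median share was 0.85 over the probes called for ketamine 4 h, 0.638 for memantine 4 h and 0.862 for PCP 4 h, each above the highest of 100 simulations without an effect (0.645, 0.564 and 0.735). For the drug factors it was 0.761 with ketamine (simulated highest 0.796) and 0.333 with memantine (simulated highest 0.624), where the test decided nothing. The simulations drew every probe independently and gave all groups the same spread, whereas probes of real arrays vary together. Their highest values may thus be too low, and passing them at 4 h does not set saline apart from chance. With memantine the share was −0.302 for Sgk1, −0.103 for Cdkn1a, −0.035 for Plin4, 1.086 for Fgf11 and 1.255 for Kalrn. An effect of the injection that the drugs remove, as the biological explanation, gives the same values and was not tested.

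The third pattern was the higher level of choroid plexus and ependyma markers in some drug groups. Choroid plexus tissue in some dissections, whatever the treatment, could account for it: scores over 0.5 occurred on 3 of 24 control arrays (12.5%) and 7 of 36 drug arrays (19.4%), a ratio of 0.643 (Fisher's exact p = 0.725). The drug arrays include those of memantine, for which the list was not called, and few arrays exceeded 0.5. The comparison thus does not show that the scores are independent of the treatment. The choroid marker Ttr had a mean log2 level of 15.65 at 2 h after ketamine, 14.38 in naive mice of 4 h and 14.13 at 1 h after PCP, against 12.62, 10.63 and 10.59 in saline mice of 2, 4 and 1 h. No biological explanation was tested.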

How the results depend on the processing

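Saline and naive pooled as control, leaving out 3 saline arrays, leaving out 4 h, 7 readings of the study's analysis of variance and naive arrays as control for lists were tests chosen only after the results were seen. Single-array signals lack a measure of background, so a limit on signal over background could not be set, and 5 of the 8 probes of the ketamine drug factor lay below the median signal. Called values of genes and lists rarely changed sign, but many lost their call: 48 of 49 passed again with the authors' values, 41 of 42 with no background correction, 42 of 42 with no filter, 23 of 23 with the filter on all 60 arrays, 40 of 49 with the replicate block, 34 of 42 with trend and robust variance, 32 of 49 with BeadChip as a block, 22 of 49 with median scaling (2 reversed), 13 of 48 with naive as control (2 reversed), 15 of 41 with pooled controls, 3 of 24 with only the drug and saline arrays and 2 of 24 without 4 h. With single arrays left out, 549 called values passed again, 321 lost their call and 0 were reversed. The glucocorticoid receptor targets stayed called in all 3 drug factors in the settings in which lists were rerun. Lists were not rerun with no background correction, no filter, the filter on all 60 arrays or trend and robust variance. Nor were they rerun with pooled controls, with only the drug and saline arrays or without 4 h. For the values below the cause was not tested, except that fewer arrays were fitted where arrays were left out and fewer probes were tested where the filter covered all 60 arrays.

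With the authors' values the counts were ketamine 2 h 6, ketamine 4 h 58, memantine 2 h 2, memantine 4 h 661, PCP 2 h 2, PCP 4 h 99, saline against naive 4 h 223, any drug factor 11, memantine by time interaction 4, ketamine against PCP 3, time factor in controls 24, and overlap of drug calls, ketamine and memantine, 2. With no background correction they were ketamine 2 h 6, memantine 2 h 2, memantine 4 h 622, PCP 2 h 1, PCP 4 h 39, saline against naive 4 h 166, any drug factor 11, memantine by time interaction 4, ketamine against PCP 3 and time factor in controls 22. With median scaling they were ketamine drug factor 0, memantine drug factor 14, ketamine 2 h 0, ketamine 4 h 4, memantine 2 h 0, memantine 4 h 8968, PCP 1 h 0, PCP 4 h 0, saline against naive 0, saline against naive 4 h 281, any drug factor 0, memantine by time interaction 0, ketamine against memantine 0 and time factor in controls 3. Reversed under median scaling were the glucocorticoid list in saline against naive (−0.088), the striatal projection neuron markers with ketamine (0.039) and PCP (0.068), Dbp with ketamine (0.18), memantine (0.209) and PCP (0.106), and Per2 with ketamine (0.022) and memantine (0.185). This scaling shifted the median of all probes by −0.102 in saline against naive, 0.088 with ketamine, 0.126 with memantine and 0.075 with PCP, so that a change of sign within that shift says nothing about the gene or list itself. The values of Dbp with each drug and of Per2 with memantine lay beyond that shift.

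The filter on all 60 arrays gave ketamine drug factor 4, ketamine 2 h 0, memantine 4 h 868, PCP 4 h 114, saline against naive 0, saline against naive 4 h 215, any drug factor 18, ketamine by time interaction 1, memantine by time interaction 9, ketamine against PCP 1 and time factor in controls 23. BeadChip as a block gave ketamine drug factor 48, ketamine 2 h 1, ketamine 4 h 49, memantine 2 h 0, memantine 4 h 61, PCP 1 h 0, PCP 2 h 2, PCP 4 h 0, saline against naive 0, saline against naive 4 h 31, any drug factor 14, memantine by time interaction 0 and ketamine against memantine 0, with Gjb6 (−0.002) and Dbp (0.011) reversed for ketamine. The replicate block gave ketamine drug factor 0 and memantine by time interaction 2. Trend and robust variance gave ketamine drug factor 0, memantine 4 h 502, PCP 4 h 18, memantine by time interaction 5 and ketamine against PCP 2. Only the drug and saline arrays gave ketamine drug factor 0 and memantine drug factor 3, and the F-test over the 4 times ketamine drug factor 4. With an estimated correlation 1 list was called for ketamine and 1 for PCP, and with the mean over a gene's probes 1 in saline against naive.

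Naive as control gave ketamine drug factor 0, memantine drug factor 8, PCP drug factor 2, ketamine 1 h 2, ketamine 2 h 0, ketamine 4 h 0, ketamine 8 h 1, memantine 1 h 1, memantine 2 h 3, memantine 4 h 2, PCP 2 h 2, PCP 4 h 0, and 6, 7 and 5 lists for ketamine, memantine and PCP. Reversed were, with ketamine, Per1 (−0.012), H4c12 (−0.05), Ciart (−0.157), Gm1123 (0.006), Per2 (0.037), Grb14 (0.085) and Fgf11 (0.122). With memantine they were Col11a2 (−0.003), Dnah2 (−0.022), Ciart (−0.05), Cfap45 (−0.113), Per2 (0.045), Fgf11 (0.063), Kalrn (0.084), Oosp2 (0.134) and Nle1 (0.211). With PCP they were Stac (−0.013), Per1 (−0.02), H4c12 (−0.064), Col18a1 at 4 h (−0.109), Cfap45 (−0.131), Ciart (−0.157), Dnah2 (−0.247), Kalrn (0.035), Gm1123 (0.061), Grb14 (0.13), Nle1 (0.132), Oosp2 (0.227) and Fgf11 (0.228). With naive arrays for the second drug the correlations of changes were −0.017 (ketamine and memantine), −0.072 (ketamine and PCP) and −0.066 (memantine and PCP), and the shared calls 0 for ketamine and memantine and 1 for memantine and PCP. With split saline arrays the correlations were 0.087, 0.065 and 0.055.

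Pooled controls gave ketamine drug factor 0, PCP drug factor 2, ketamine 1 h 2, ketamine 2 h 1, ketamine 4 h 0, memantine 2 h 2, memantine 4 h 13, PCP 2 h 1 and PCP 4 h 0, with Ciart reversed for ketamine (−0.022) and PCP (−0.023) and Dnah2 for PCP (−0.121). Without the 3 saline arrays the counts were ketamine drug factor 4, memantine drug factor 9, PCP drug factor 3, ketamine 4 h 95, memantine 4 h 205, PCP 1 h 0, PCP 4 h 64 and saline against naive 5, with Dnah2 reversed for PCP (−0.022). That setting leaves 1 saline array at 4 h, which is assumed to vary like the other groups. Averages over 1, 2 and 8 h gave ketamine drug factor 2 and memantine drug factor 1, with Fkbp5 reversed for ketamine (−0.306), memantine (−0.155) and PCP (−0.107) and Gjb6 for PCP (−0.001). Without 4 h Sgk1 passed at 0.73 and Plin4 did not at 0.76 (adjusted p = 0.713).

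The planned reading of the study's analysis of variance gave 29 (ketamine), 17 (PCP) and 53 (any drug), and after adjustment 0, 0 and 3 for ketamine, memantine and any drug. Other readings, for ketamine, memantine, PCP and any drug, gave 38, 58, 34 and 70 with the authors' values, naive as a level and an interaction, 33, 46, 25 and 59 without the interaction, 52, 58, 29 and 74 with the main values, naive and an interaction, and 43, 50, 29 and 76 without it. With saline only, ketamine, PCP and any drug gave 25, 10 and 49 with the authors' values, 21, 8 and 49 without the interaction, and 28, 12 and 54 with the main values and no interaction.

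Leaving out each array in turn moved the counts over these ranges: ketamine drug factor 0 to 35, memantine drug factor 8 to 50, PCP drug factor 0 to 12, any drug factor 3 to 19, ketamine 1 h 0 to 1, ketamine 2 h 0 to 4, ketamine 4 h 1 to 608, ketamine 8 h 0 to 1, memantine 2 h 0 to 2, memantine 4 h 53 to 1341, memantine 8 h 0 to 2, PCP 1 h 0 to 8, PCP 2 h 0 to 5, PCP 4 h 0 to 1009, saline against naive 0 to 37, at 1 h 0 to 1, at 2 h 0 to 1 and at 4 h 0 to 1115, ketamine by time interaction 0 to 14, memantine by time interaction 0 to 29, PCP by time interaction 0 to 5, ketamine against memantine 0 to 5, ketamine against PCP 0 to 22, memantine against PCP 0 to 2 and time factor in controls 3 to 43. The called lists ranged over 3 to 5 for memantine, 2 to 5 for PCP and 0 to 1 for saline against naive, and stayed at 3 for ketamine. Saline replicate 2 of 4 h gave the highest count when left out for the 3 drug factors, ketamine 4 h, PCP 4 h, saline against naive and the time factor, saline replicate 1 of 4 h for memantine 4 h, memantine replicate 1 of 4 h for the memantine by time interaction, and PCP replicate 2 of 1 h for PCP 1 h and ketamine against PCP. The lowest counts came without ketamine replicate 2 of 4 h (ketamine drug factor), ketamine replicate 3 of 4 h (ketamine 4 h), saline replicate 3 of 1 h (memantine drug factor), memantine replicate 2 of 4 h (memantine 4 h), PCP replicate 3 of 4 h (PCP 4 h) and naive replicate 2 of 4 h (saline against naive 4 h). Medians of the glucocorticoid list ranged over 0.117 to 0.166, 0.255 to 0.322 and 0.129 to 0.191 for ketamine, memantine and PCP. Genes that changed sign were Dbp (−0.081 to 0.024), Per1 (−0.012 to 0.086), Fkbp5 (−0.038 to 0.105) and Ciart (−0.032 to 0.238) with ketamine, and Dnah2 (−0.075 to 0.07), Per1 (−0.021 to 0.077), Gjb6 (−0.028 to 0.101) and Ciart (−0.033 to 0.238) with PCP.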

Other observations

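The 7 other readings of the study's analysis of variance were tests chosen only after the results were seen, and the other tests in this part before.

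Some gene groups moved at single times. Insulin signalling and glucose uptake genes were higher at 2 h after memantine (median 0.14, adjusted p = 9.40e-04, and 0.00727 with an estimated correlation). At 1 h after ketamine (0.17, adjusted p = 0.0457) and 4 h after memantine (0.29, adjusted p = 0.0339) the call was lost, with adjusted p = 0.0972 and 0.0727 with an estimated correlation. Without the members shared with the glucocorticoid list, the insulin list's median at 2 h after memantine was −0.02 (mean 0.11), with 9 of 19 genes higher. Its median was then 0.006 at 1 h after ketamine and 0.22 at 4 h after memantine. The call at 2 h thus does not show a rise of insulin genes apart from the glucocorticoid targets. The lipid droplet list was higher at 4 h after memantine (0.38, adjusted p = 9.88e-05, and 0.0163 with an estimated correlation). At 2 h after ketamine (0.12, adjusted p = 0.0202) and 4 h after PCP (0.13, adjusted p = 0.017) it was lost at adjusted p = 0.176 and 0.164 with an estimated correlation. Immediate early genes were called at 2 h after memantine (0.13, adjusted p = 0.00107) and 1 h after PCP (0.13, adjusted p = 0.00264), and lost at adjusted p = 0.193 and 0.265 with an estimated correlation. In the Notch pathway 18 of 19 genes were higher at 8 h after ketamine (median 0.19, adjusted p = 0.0339), a call lost at adjusted p = 0.0593 with an estimated correlation. The list's mean score was −0.14 in saline, 0.03 in naive and 0.08 in ketamine arrays of 8 h, so that most of that difference lay in low saline arrays. Choroid markers were higher at 2 h after ketamine (0.96, adjusted p = 1.02e-10) and 1 h after PCP (1.00, adjusted p = 8.80e-11), each with an adjusted p = 0.0492 with an estimated correlation.

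Values of other list members, none of them past the threshold over all probes unless named above, were for ketamine, memantine and PCP 0.33, 0.49 and 0.56 for Hspb1, a small heat shock protein, 0.20, 0.47 and 0.30 for Ngfr, and −0.31, −0.17 and −0.29 for Homer1, a scaffold of the synapse. These are the brightest probes, and dimmer ones differed. Another Hspb1 probe was at 0.135, −0.093 and −0.225. The other Ngfr probes were at −0.334, −0.316 and −0.258, and at −0.036, −0.124 and −0.124. For Homer1 a dim probe was at 0.347, 0.203 and 0.178, while the remaining probes were negative with each drug. Projection neuron markers were 0.29 higher in saline than in naive mice at 8 h (21 of 22 genes, adjusted p = 1.33e-07), a call lost at adjusted p = 0.165 with an estimated correlation.

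At the study's thresholds the planned analysis gave 29 transcripts for ketamine, 28 for memantine, 17 for PCP and 53 for any drug, with 0 shared by the 3 drugs. Each of these 5 counts is lower than the one reported. Of the 8 readings, 1 with the authors' values, naive arrays as a level of the drug factor and an interaction gave 38, 58, 34 and 70, with 7 shared, and it was found by closeness to the study's counts. Saline was the outermost group for 26 of its 38, 27 of its 58 and 22 of its 34 transcripts. The hypothesis that an unadjusted p threshold over all probes could give the counts of the planned reading without drug effects was tested with drug labels permuted within times, and the other readings were not permuted. The prediction was a permuted median of at least 0.5 of the real count. That ratio was 0.517 for ketamine, 0.5 for memantine, on the bound, and 0.765 for PCP, as predicted, and 0.283 for any drug, which left it undecided. The permuted medians were 15, 14 and 13 for ketamine, memantine and PCP, below the real counts, and the highest permuted counts 62, 341 and 68. Part of each real count can thus arise without drug effects, but a median does not show how often all of it does. After adjustment the counts were 0, 0 and 0, and 3 for any drug.

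Other splits of the same arrays tested whether groups formed by chance could give the counts. As many calls as the real grouping came from 2 of 100 for any drug factor (highest other 16, real 7), 1 for the ketamine drug factor (4, 8), 2 for the memantine drug factor (29, 24) and 2 for the time factor in controls (106, 14), and chance was argued against in these, under splits and fits that ignore BeadChip. With BeadChip as a block the ketamine drug factor gave 48 and any drug factor 14, and with the replicate block or only the drug and saline arrays the ketamine drug factor gave 0. It was not excluded for ketamine against memantine (8 of 100), saline against naive (9) and the memantine by time interaction (32, highest other 402, real 1). For the PCP drug factor, the ketamine and PCP by time interactions, ketamine against PCP and memantine against PCP the real count was 0, so that all 100 splits had as many calls by construction and the test says nothing. The split with 402 calls, and a split with 207 for the PCP drug factor, point to a structure of the samples. BeadChip accounted for 85.3% of the first principal component (chance 15.3%) and group for 9.5% (chance 32.2%).

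At a single time 10 splits are too few for such a test. The real count and the highest other were 0 and 2, 2 and 0, 30 and 43, and 0 and 0 for ketamine at 1, 2, 4 and 8 h, with 10, 1, 2 and 10 splits as large. For memantine they were 0 and 0, 1 and 0, 316 and 2328, and 0 and 1 (10, 1, 2 and 10 splits), and for PCP 1 and 3, 0 and 1, 10 and 9, and 0 and 2 (2, 10, 1 and 10). For saline against naive they were 0 and 0, 0 and 1, 108 and 15, and 0 and 0 (10, 10, 1 and 10). The 2328 of a split for memantine 4 h also points to a structure of the samples.

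Replicate numbers did not pair arrays across groups: the deviations from the group means of arrays with the same number had a mean correlation of −0.007, and those with different numbers 0.003.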
